# The Nuclear Exosome Is Active and Important during Budding Yeast Meiosis

**DOI:** 10.1371/journal.pone.0107648

**Published:** 2014-09-11

**Authors:** Stephen Frenk, David Oxley, Jonathan Houseley

## Abstract

Nuclear RNA degradation pathways are highly conserved across eukaryotes and play important roles in RNA quality control. Key substrates for exosomal degradation include aberrant functional RNAs and cryptic unstable transcripts (CUTs). It has recently been reported that the nuclear exosome is inactivated during meiosis in budding yeast through degradation of the subunit Rrp6, leading to the stabilisation of a subset of meiotic unannotated transcripts (MUTs) of unknown function. We have analysed the activity of the nuclear exosome during meiosis by deletion of *TRF4*, which encodes a key component of the exosome targeting complex TRAMP. We find that TRAMP mutants produce high levels of CUTs during meiosis that are undetectable in wild-type cells, showing that the nuclear exosome remains functional for CUT degradation, and we further report that the meiotic exosome complex contains Rrp6. Indeed Rrp6 over-expression is insufficient to suppress MUT transcripts, showing that the reduced amount of Rrp6 in meiotic cells does not directly cause MUT accumulation. Lack of TRAMP activity stabilises ∼1600 CUTs in meiotic cells, which occupy 40% of the binding capacity of the nuclear cap binding complex (CBC). CBC mutants display defects in the formation of meiotic double strand breaks (DSBs), and we see similar defects in TRAMP mutants, suggesting that a key function of the nuclear exosome is to prevent saturation of the CBC complex by CUTs. Together, our results show that the nuclear exosome remains active in meiosis and has an important role in facilitating meiotic recombination.

## Introduction

The exosome is a highly conserved exo- and endonuclease complex that degrades a wide variety of cellular RNAs. It is involved in the maturation of ribosomal RNA and some small RNAs [1]–[4], and is also responsible for 3′-5′ mRNA degradation in the cytoplasm [5], [6]. The exosome plays a major role in RNA quality control by degrading aberrant ribosomal RNAs, tRNAs, small RNAs and mRNAs, reducing the potential dominant negative effects of improperly processed RNA [1], [7]–[11]. The exosome exists in different forms in the nucleus and cytoplasm, with the nuclear exosome containing an additional exonuclease subunit, Rrp6. Rrp6 is required for 3′ end formation of some rRNA and snoRNA species, but unlike the core exosome is not essential [3], [12], [13]. Rrp6 orchestrates nuclear RNA surveillance functions of the exosome, mediating the transcription-site retention and degradation of mRNA that fails to be terminated, spliced, poly-adenylated or exported [10], [14]–[17].

Purified exosome has only weak nuclease activity *in vitro* and is targeted to substrates by various proteins and complexes including Rrp47, Mpp6 and the TRAMPs [9], [18]–[24]. The TRAMP complexes contain a poly(A) polymerase (Trf4 or Trf5), an RNA binding protein (Air1 or Air2) and a helicase (Mtr4) [9], [21], [22]; substrates are bound and polyadenylated by TRAMP most likely to help engage exosome activity, although the poly-adenylation activity of Trf4 is dispensable for degradation of many substrates [25]–[27]. Cryptic unstable transcripts (CUTs) form a large class of nuclear exosome substrates: these ephemeral RNAs are transcribed from the promoters of many protein coding RNAs, but are instantly degraded and remain almost undetectable in wild-type cells [9], [28]. CUTs are transcribed by RNA polymerase II and are co-transcriptionally bound by Nab3 and/or Nrd1 which recruit TRAMP and the exosome [29]–[31]. However, Nrd1 and Nab3 binding sites are not dramatically enriched in CUTs, leaving it somewhat unclear how they are selected for efficient degradation [18]. A few CUTs have ascribed functions, but it is unknown whether the majority of the ∼2000 CUTs encoded in the yeast genome have any function or whether degradation of these species is important [32]–[35]. Like the exosome, CUTs are highly conserved and equivalent species have been reported in human and plant cells [36], [37]. Loss of Trf4, the catalytic component of the TRAMP complex, causes dramatic CUT stabilisation but Trf4 is non-essential and *trf4*Δ mutants have mild phenotypes at normal growth temperatures [38]–[40].

It was recently reported that budding yeast degrade Rrp6 on entering meiosis, abrogating nuclear exosome function and stabilising a class of meiotic unstable transcripts (MUTs) [41]. Rrp6 degradation occurs across the first few hours of meiosis, coinciding with DNA replication and the induction of meiotic double strand breaks. This process may have a parallel in fission yeast where many meiotic genes are expressed during mitosis but are degraded by the exosome [42]. In mitosis, hexanucleotide motifs in meiosis-specific mRNAs are bound by the meiotic regulator Mmi1, which recruits a nuclear silencing complex that interfaces with the exosome [43]–[45]. Degradation of meiotic mRNA requires polyadenylation, and cells lacking the nuclear poly(A) binding protein Pab2 or carrying mutations in the canonical poly(A)-polymerase Pla1 accumulate meiotic transcripts during mitosis [46], [47]. Polyadenylation is required at multiple stages as meiotic mRNAs also accumulate in cells lacking Cid14, the fission yeast orthologue of Trf4, indicating that the TRAMP complex processes meiotic mRNAs for exosomal degradation [48]. Meiotic mRNA degradation must be efficiently suppressed on entry to meiosis; it is not clear precisely how this occurs but sequestration of Mmi1 into a complex of Mei2 and a ncRNA called meiRNA is strongly implicated [42], [49], [50].

Cells lacking Rrp6 almost never enter meiosis [41], suggesting that the nuclear exosome does have an important meiotic function despite the apparent degradation of Rrp6. However, this inability of *rrp6*Δ cells to enter meiosis prevents a direct assessment of meiotic exosome activity. Here we report the analysis of CUT degradation by the nuclear exosome in meiotic cells.

## Results

### CUT degradation in meiotic cells

Mitotic cells lacking the TRAMP component Trf4 fail to degrade CUTs, but Trf4 is not essential for meiosis [51], [52] and so CUT stabilisation in *trf4*Δ cells provides a measure of meiotic exosome activity. We deleted *TRF4* in SK1, an *S. cerevisiae* strain background that undergoes synchronised meiosis under nitrogen starvation. Homozygous SK1 *trf4*Δ mutants were cold sensitive at 18° as observed in other strain backgrounds, but showed only a minimal growth defect at 30° and formed tetrads at the semi-permissive temperature 25° (Figure S1A,B). FACS analysis demonstrated that meiotic DNA replication was normal in *trf4*Δ cells at 25° (Figure 1A) and induction of key meiotic genes *SPO11* and *DMC1* occurred with similar dynamics to wild-type (Figure 1B and Figure S1C). Therefore, the TRAMP complex is not essential for meiosis.

**Figure 1:**
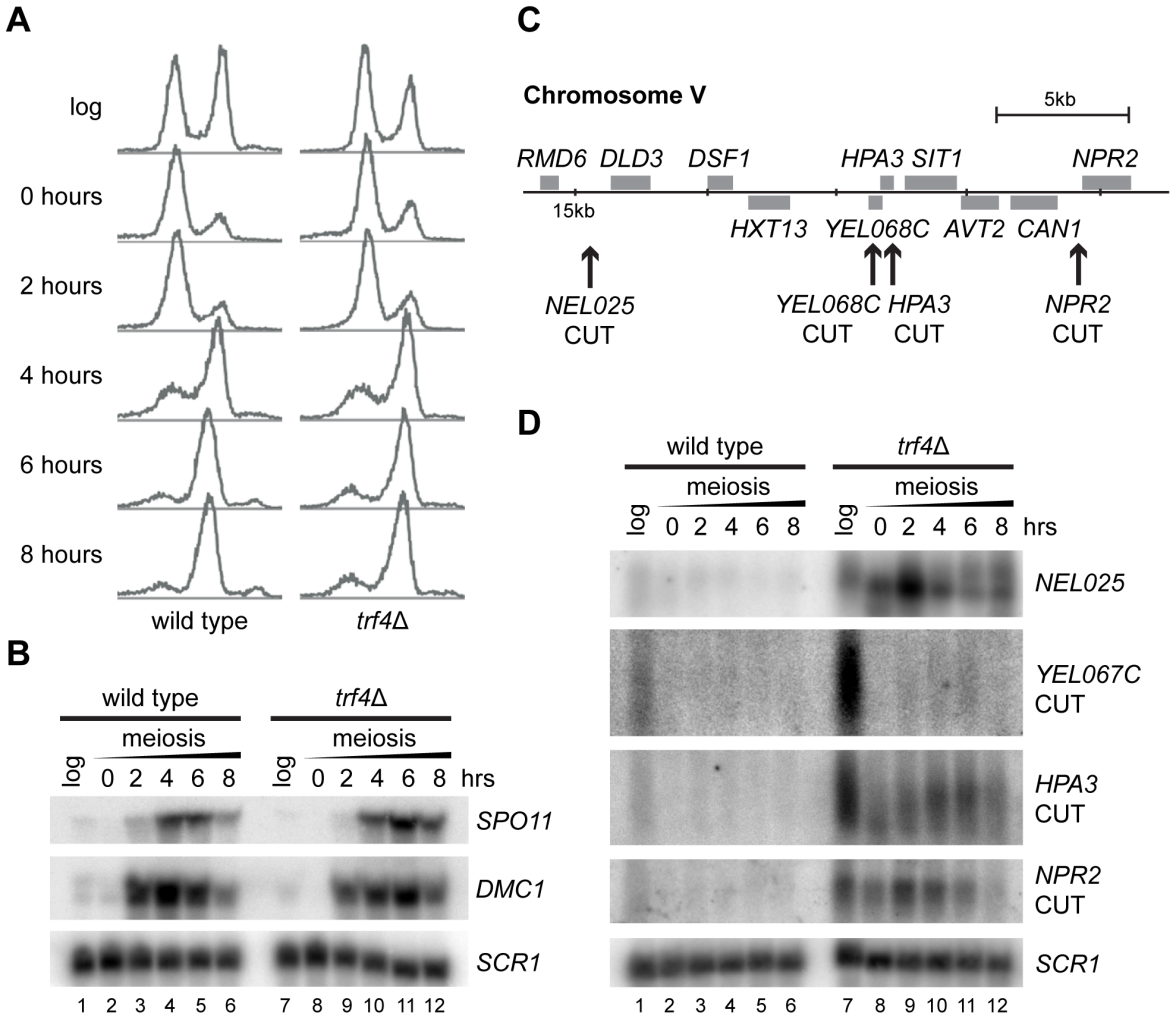
TRAMP mutants undergo normal meiosis despite CUT stabilisation. A: FACS analysis of DNA content in wild-type and *trf4*Δ mutants taken at 2 hour time-points during meiosis, showing that meiotic DNA replication is normal in *trf4*Δ cells. B: Northern analysis showing expression of meiosis-specific mRNAs *SPO11* and *DMC1* in wild-type and *trf4*Δ cells. Replicate northern blots of the same samples were prepared for each probe; a representative *SCR1* control is shown from the *SPO11* blot. Quantification for *SPO11* is given in Figure S1C. C: Schematic diagram of *NEL025* and adjacent CUTs at the *HPA3, YEL067C* and *NPR2* loci. D: Northern blot analysis of *NEL025* and adjacent CUTs in log-phase cells growing on YPA and at 2 hour time-points during meiosis. *SCR1* is shown as a loading control. Samples were run on replicate blots and each probed for a different CUT to avoid signal from inefficient stripping, a representative loading control is shown.

We analysed meiotic expression of the well-characterised CUT *NEL025* and three surrounding CUTs identified by Neil *et al*. [53] (Figure 1C), two of which are stabilised in *rrp6*Δ mutants [54]. All four CUTs were readily detectable in SK1 *trf4*Δ mutants during logarithmic growth but were only just visible in wild type as expected (Figure 1D compare lanes 1 and 7). In meiotic *trf4*Δ cells, three out of four CUTs including both Rrp6-dependent transcripts were detected at similar levels to log phase, however the signal in wild-type cells was if anything reduced (Figure 1D, compare lanes 2–6 to 8–12), indicating that CUTs are expressed but unstable in meiotic cells.

*NEL025* and surrounding CUTs are not necessarily representative, and we therefore obtained meiotic transcriptomes of wild-type and *trf4*Δ cells for comparison with published mitotic CUT profiles. To increase the sensitivity of CUT detection we purified RNA associated with Cbc2, a component of the Cap Binding Complex (CBC) [55], [56] using the method of Neil *et al*. [53]. 

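RNA bound to TAP-tagged Cbc2 was purified from wild-type and trf4Δ SK1 cells after 6 h of meiosis, and 1 library per genotype was sequenced, so no difference between the libraries has a replicate check. The 2 libraries were run on separate lanes, and lane and genotype cannot be told apart. The authors deposited the log2 number of reads in each 100 bp segment of the genome (SGD1.01 coordinates), without normalisation, and the log2 number of reads on each ORF, in which wild-type reads had been multiplied by 1.345. In the segment table a value of 0.9 before the log2 step stands for a segment without a read, and every other value was a whole number of reads. The segments hold 22092372 reads in wild type and 29687088 in trf4Δ, with medians of 32 and 28 reads per segment. The paper gives 16 M mapped reads for wild type and 21 M for trf4Δ. The values here use the segment sums, which are larger than the mapped reads. The tables do not name their mapping, but of 53 ORFs with an exact copy elsewhere in R64, 52 had 0 reads in both libraries, against 112 of the 5931 others, as mapping of unique reads leaves them. After removal of the 139 segments of the 37S pre-rRNA, which hold 0 reads, 121500 were analysed, and wild-type reads were multiplied by 1.344 to bring their total to that of trf4Δ. Confidence intervals on shares of reads cover counting error only, since PCR copies and reads counted in neighbouring segments are not independent molecules. The deleted gene, listed as PAP2 (YOL115W, another name of TRF4, chromosome XV, 101475 to 103229), had 346 reads in wild type and 1 read in trf4Δ, at least 155-fold lower after normalisation.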

2-step purification of Cbc2-TAP from meiotic cells was efficient (Figure S2A) and strongly enriched for *NEL025* RNA compared to 18S (Figure S2B). 

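Reads of the 100 bp segments were summed in 500 bp regions, of which 23088 had a read in either library. After normalisation to total reads, 6632 regions (28.7%) had more reads in trf4Δ than in wild type, and the median log2 difference was -0.94. The distribution had a longer tail on the side of trf4Δ, with a skewness of 1.26. More than 4-fold differences were about equally frequent in both directions, with 2249 regions higher and 2346 lower in trf4Δ, whereas differences of more than 16-fold were found in 444 regions higher in trf4Δ and in 7 lower. When the median log2 difference of the segments past the noise cut-off was set to 0 instead, 3855 regions were more than 4-fold higher and 76 more than 4-fold lower, and 50.6% of regions had more reads in trf4Δ, the largest change of this share and, as a ratio, of the lower count. Among 100 bp segments, which are more numerous, 12465 were higher and 16220 lower, mitochondrial and 2-micron segments included as in the regions. Among segments with at least 64 reads in either library the balance was reversed, with 9402 higher and 8335 lower.

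**Figure D1:**
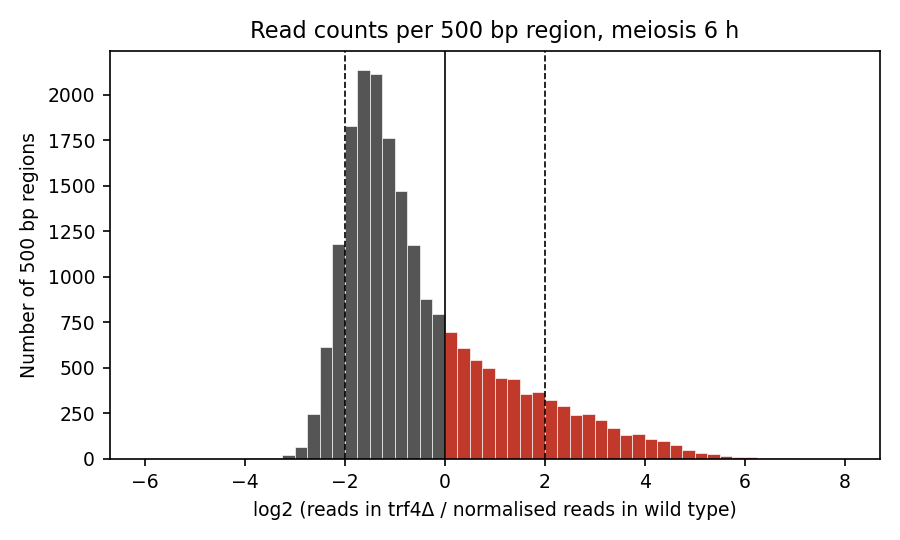
Number of 500 bp regions (vertical axis) against the log2 ratio of reads in trf4Δ to normalised reads in wild type (horizontal axis), for the 20451 regions with at least 64 reads in either library; red bars are regions with more reads in trf4Δ, and dashed lines mark 4-fold differences. Most regions lie to the left of 0, with a tail to the right.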

As expected, read counts for RNAseq libraries of Cbc2 immunoprecipitates from wild-type and *trf4*Δ cells after six hours of meiosis were skewed to higher numbers in *trf4*Δ than wild type, consistent with stabilisation of a broad range of CUTs throughout the genome (Figure 2A).

**Figure 2:**
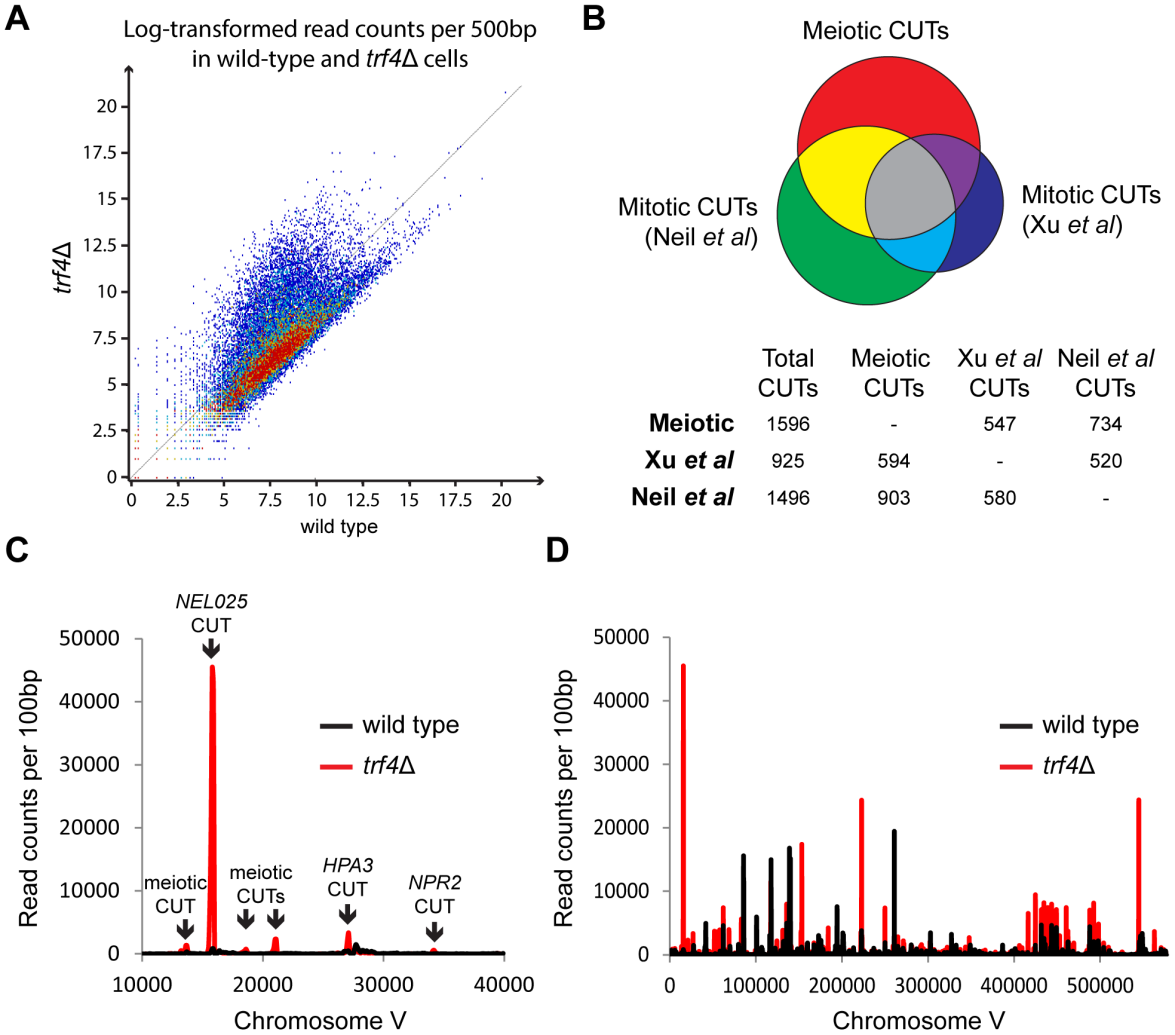
Genome-wide distribution of CUT transcripts during meiosis. A: Scatter plot of log-transformed read counts from Cbc2-associated RNA isolated from wild-type and *trf4*Δ cells after six hours of meiosis. Each point represents the read count from a single 500 bp genome region. B: Venn-diagram showing overlap between CUT transcripts identified in meiotic cells and published CUT datasets from mitotic cells [53], [54]. Actual numbers are given in the table below, note that overlapping counts are different depending on the direction of analysis as multiple CUTs defined in one dataset can map to a single locus in another dataset. For the Venn diagram, the number of overlapping CUTs was taken as the average of the values from both directions. C: Distribution of sequencing reads in 100 bp segments around the *NEL025* locus from meiotic Cbc2-associated RNA in wild-type and *trf4*Δ cells. This graph differs from Figure 2A in that actual read counts as opposed to log-transformed values are shown, the points in Figure 2A that correspond to this region are shown in Figure S2C. D: Distribution of sequencing reads across chromosome V, as in C.

No exact CUT specification has been proposed so we annotated meiotic CUTs as transcripts >200nt that are over-represented >4-fold in the *trf4*Δ RNAseq data. These are stringent criteria compared to previous analyses [53], [54]. 

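The steps of File S1 were applied to the deposited segment table. Of the 121500 segments, 12426 (10.2%) lay on the nuclear chromosomes, to which File S1 limits the calls, and had more than 4-fold as many reads in trf4Δ as normalised reads in wild type. Segments whose starts lay up to 300 bp apart were joined, which bridges up to 2 missing segments, and gave 3519 regions. A minimum size of 300 bp left 1857 of them. File S1 counts the bridged gaps in this size, whereas the legend of Table S1 speaks of consecutive bins. It joins segments without regard to chromosome, so that 15 regions spanned the end of a chromosome. On simulated reads with CUTs of 500 bp planted at 8-fold, the steps called 191 of 200, at 16-fold 192 of 200, and at 2-fold 0 of 200. The 17 missed at 8-fold and 16-fold were all called when joining across chromosome ends was not allowed. No call fell outside the planted CUTs. In the simulation both libraries had the same mean reads elsewhere, with counting noise only, and CUTs were planted only above a minimum of reads. The absence of other calls and of calls at 2-fold follows from these settings. It does not measure how often the steps call false regions between real libraries.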

We also applied a noise cut-off to remove dubious calls from regions with very low read counts. 

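The noise cut-off, a mean log2 read count in trf4Δ above 6 (64 reads) over the segments of a region, removed 289 of the regions of at least 300 bp and left 1568. These ranged from 300 to 2800 bp, with a median of 500 bp, and covered 954.6 kb. Their log2 difference, the mean over their segments, ranged from 2.05 to 6.95 with a median of 3.38. Of the 1568 regions, 310 contained a gap and 53 lacked 3 consecutive segments past the 4-fold cut-off. Requiring more than 8-fold per segment moved the number most, to 975, and the normalisation that sets the median log2 difference to 0 gave 1978. With the roles of the libraries exchanged, the same steps called 1331 regions with more reads in wild type, and 26 under the median normalisation.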

By this definition, we annotated 1596 CUTs under active degradation in meiotic cells - a surprisingly high number but similar to that reported by Neil *et al*. for mitotic cells [53]. As shown in Figure 2B, 60% of the mitotic CUTs reported by Neil *et al*. and 64% of the mitotic CUTs reported by Xu *et al*. overlapped with meiotic CUTs [53], [54]. For comparison, only 56% of the mitotic CUTs discovered by Xu *et al*. were also discovered by Neil *et al*. suggesting that differences between meiotic and mitotic datasets stem primarily from technical variation and do not represent a major change in CUT metabolism. Importantly, Xu *et al*. identified CUTs based on stabilisation in *rrp6*Δ cells, so the fact that over half these CUTs are also unstable in meiotic cells strongly suggests that Rrp6 is functional during meiosis. These comparisons were performed using only reads which map uniquely to the genome as the microarrays used by Xu *et al*. and Neil *et al*. excluded non-unique regions, and were also mapped to the S288C rather than the SK1 genome, however, re-performing the analysis with non-unique reads included and mapping against the SK1 genome identified only 18 additional CUTs. A list of the meiotic CUTs identified in this analysis is given in Table S1. Together, these data demonstrate that TRAMP-mediated CUT degradation remains active during meiosis.

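Table S1 lists 1614 intervals. The paper gives 1596 CUTs from unique reads and 18 more from non-unique reads on the SK1 genome, which together make this number. The values of Table S1 are not those of the deposited reads under a single scaling factor: of 1125 CUTs with the same ends and without a gap, at most 213 differed from the table by the same amount within 0.01 on the log2 scale, and 7 intervals of the table had no read here in either library. The 1568 CUTs called here from the deposited segments shared both ends with 1379 of them, and 1541 overlapped at least 1 interval of the table. For CUTs with the same ends, the median log2 difference was 3.39 here, and the paper's values in Table S1 have a median of 3.42. The median of the paired differences, calls here minus Table S1, was -0.03, and 90.9% of the pairs lay within 0.1 on the log2 scale. Of the intervals of Table S1, 70 overlapped no CUT called here, and 60 of these overlapped at least 1 segment that was more than 4-fold higher in trf4Δ.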

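The 2 CUTs with the highest mean log2 reads in trf4Δ lay on chromosome III from 78601 to 79500, over YCL023C and KCC4, and on chromosome XII from 500601 to 501200, over YLR169W, APS1 and YLR171W. The first had 451776 reads in trf4Δ and 5789 normalised reads in wild type, a log2 difference of 5.51 averaged over its segments. The second had 86213 and 2010 reads and a log2 difference of 5.67. The CUT with the highest log2 difference, 6.95, lay between UTP6 and RPS18A on chromosome IV (1359101 to 1359600), with 2230 reads in trf4Δ and 11 reads in wild type before normalisation. The next, with 6.88, lay between DCP2 and MLS1 on chromosome XIV (406001 to 406300), with 5028 reads in trf4Δ and 32 in wild type. The mean log2 of normalised wild-type reads per segment was 1.38 in the CUT at 6.95 and 3.57 in the CUT at 6.88. A mean of 1.38 is below 3 reads per segment, so 6.95 is uncertain and the order of these 2 CUTs is not settled. CUTs were called on all 16 nuclear chromosomes, from 18 on chromosome I to 188 on chromosome IV. The paper concludes that TRAMP degrades CUTs in meiosis from the transcripts that accumulated without Trf4 and their overlap with mitotic CUTs (Figure 2B). It also has northern blots of NEL025 and adjacent CUTs over a meiotic time course (Figure 1D). The overlap and the blots were not analysed here.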

Cbc2 binds to the cap of all nascent RNA polymerase II transcripts, and we therefore expected that CUTs and mRNAs would be similarly represented in the Cbc2-immunoprecipitated material. However, the analysis of the actual read density across the region of chromosome V shown in Figure 1C, which contains 10 ORFs, was dominated by a small number of mainly intergenic peaks (Figure 2C). 

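Between 10 and 40 kb of chromosome V (SGD1.01), 154709 reads were counted in trf4Δ and 25546 in wild type before normalisation. In trf4Δ, 87.4% of them lay in segments that overlap no ORF of the deposited ORF table, against 17.2% in wild type. Such segments make up 40.3% of the region. The 5 intervals of Table S1 in this region take up 12% of its segments and held 87.0% of the trf4Δ reads and 11.8% of the wild-type reads. The NEL025 interval alone (15201 to 16100, between RMD6 and DLD3) held 81.8% of the trf4Δ reads. The deposited ORF table places 12 ORFs wholly within the region. Over the segments outside these 5 intervals and the HPA3 peak, the median log2 difference was -1.14.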

In fact, all the peaks visible in Figure 2C are CUTs, three of which are also present in mitotic cells and three are only expressed in meiosis. 

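NEL025 had 126530 reads in trf4Δ and 2886 normalised reads in wild type, 43.8-fold more in trf4Δ by summed reads. By the mean log2 difference over its segments, the measure of Table S1, the value was 4.70, or 26.1-fold. Its highest segment (15801 to 15900) had 47337 reads in trf4Δ. The peak upstream of RMD6 (13101 to 13700) had 2503 reads in trf4Δ and 407 in wild type, and the peak between DLD3 and DSF1 (17901 to 18800) had 3075 and 611. The peak upstream of NPR2 (33901 to 34400) had 1554 reads in trf4Δ and 90 in wild type, 17.3-fold more by summed reads, with a mean log2 difference of 3.72. At and beyond the 3' end of DSF1 (20801 to 21500), 1006 reads were counted in trf4Δ and 53.7 in wild type. This interval is in Table S1 but stayed below the noise cut-off here, although 6 of its 7 segments were more than 4-fold higher in trf4Δ. DSF1 has a near-identical copy, MAN2. At HPA3, whose ORF overlaps YEL067C, 7392 reads in trf4Δ stood against 3089 in wild type, 2.39-fold more by summed reads, with a mean log2 difference of 0.51, and 1 of 6 segments passed 4-fold, so that HPA3 was not called. The segment with most wild-type reads in the region lay in SIT1 (27701 to 27800), with 1991 normalised reads against 669 in trf4Δ.

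**Figure D2:**
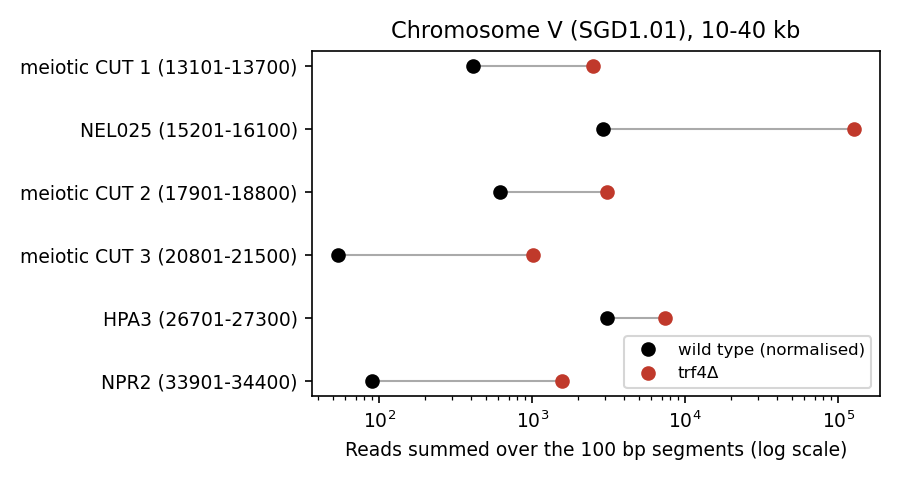
Reads summed over the 100 bp segments of each of the 6 peaks (horizontal axis, log scale), with 1 library per genotype; black points are normalised reads in wild type, red points reads in trf4Δ, and meiotic CUTs 1, 2 and 3 are the peaks upstream of RMD6, between DLD3 and DSF1, and at DSF1. NEL025 has the most reads in trf4Δ, and HPA3 the smallest ratio of trf4Δ to wild type.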

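Peaks were counted over the 16 nuclear chromosomes as runs of segments with at least 5000 normalised reads, a minimum set after other values had been seen, leaving out the U1 snRNA gene. There were 245 such peaks in trf4Δ, 180 of which overlapped an annotated CUT, and 159 in wild type, 4 of which did. The scaling moved the ratio of these numbers most, from 1.54 peaks in trf4Δ per peak in wild type to 3.83 when the median log2 difference was set to 0. On chromosome V, trf4Δ had 16 peaks, 11 with a CUT, and wild type had 9, 0 with a CUT. The highest segment of chromosome V in wild type (260901 to 261000) had 26459 normalised reads. On chromosome II, 14 of 20 peaks in trf4Δ overlapped a CUT, and on chromosome III 5 of 8. The highest segment of chromosome III in trf4Δ, with 112217 reads, lay in a CUT, whereas the highest of chromosome II, with 109311 reads, lay in the U2 snRNA gene (LSR1). Outside U2, a step added later, the highest of chromosome II had 25654 reads in trf4Δ, in a CUT, and 72827 in wild type, outside CUTs. On chromosome I the only peak in trf4Δ lay outside CUTs, and wild type had 4 peaks. On chromosome VI the only peak in trf4Δ overlapped a CUT, and wild type had 2 peaks. The highest segment outside U1 on any chromosome had 192685 normalised reads in wild type, outside CUTs, and 124413 reads in trf4Δ, in a CUT. The wild-type value was 143412 without normalisation and 99106 with the median log2 difference at 0.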

We plotted similar distributions over a number of complete chromosomes (Figure 2D and Figure S3); at this resolution, some highly expressed features were detected in the wild-type distribution but the largest and most numerous peaks were CUTs in *trf4*Δ cells. The apparent disparity between the data in Figures 2A and 2C,D stems from the fact that the read counts in Figure 2A have been log-transformed whereas Figure 2C,D show untransformed read counts; a version of Figure 2A highlighting the region in Figure 2C is shown in Figure S2C. In fact 39% of Cbc2-associated sequencing reads were found to derive from annotated CUT sites in *trf4*Δ cells compared to just 3% in wild-type. This enrichment did not represent a sequencing artefact as northern blotting of Cbc2 immunoprecipitated material also revealed a massive enrichment of *NEL025* compared to *ACT1* (Figure S2B). This suggests that CUTs could saturate the CBC if not efficiently degraded.

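As in File S1, the share was taken over all nuclear segments with a more than 4-fold difference, before the size and noise cut-offs. These segments held 11787937 of 29687088 reads in trf4Δ, 39.7% (95% Wilson interval, 39.7 to 39.7%), and 688016 of 22092372 reads in wild type, 3.11% (3.11 to 3.12%). Taking only the segments inside the 1568 annotated CUTs gave 37.8% in trf4Δ and 2.83% in wild type. The segments were chosen for having more reads in trf4Δ in these same libraries. When segments were chosen for more than 4-fold as many reads in wild type, they held 32.5% of the wild-type reads and 6.05% of the trf4Δ reads. With an 8-fold cut-off per segment the shares were 30.8% in trf4Δ and 1.55% in wild type. Of the reads inside the annotated CUTs in trf4Δ, 50% lay in the 126 CUTs with most reads.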

### Exosome composition is little changed in meiosis

To better understand the changes in Rrp6 activity during meiosis, we performed western blots for Rrp6-TAP in wild-type cells. As previously reported [41], Rrp6 levels decreased across meiosis (Figure 3A lanes 3–7), but this effect was minimal compared to the dramatic difference between log phase cells in YPD and pre-meiotic cells (dense cultures in YP acetate media) (Figure 3A lanes 1,2). Therefore, Rrp6 is already depleted at the start of meiosis so the effects of Rrp6 depletion on nuclear exosome activity should be detectable throughout meiosis.

**Figure 3:**
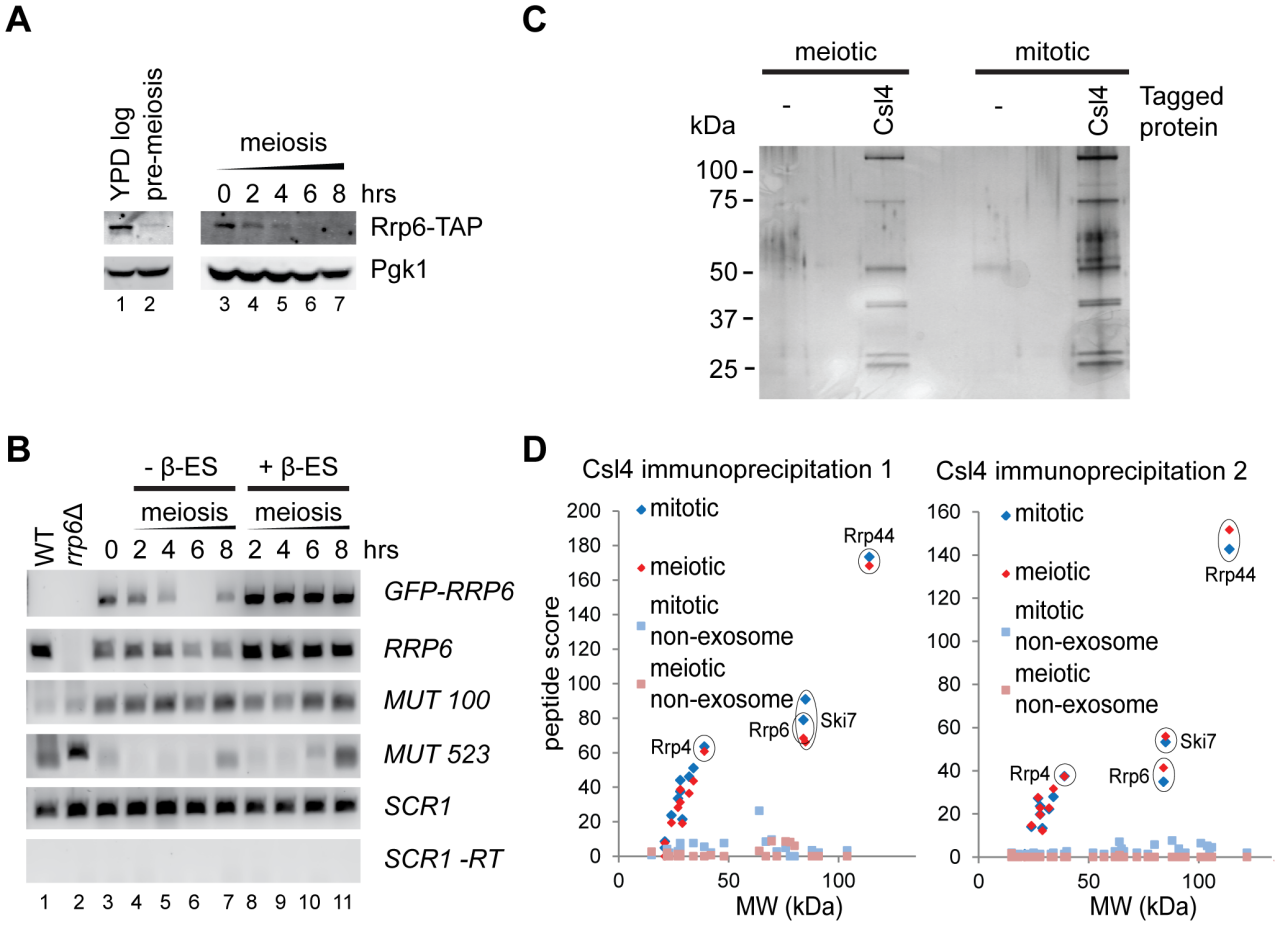
Exosome characterisation in meiotic cells. A: Western blot for Rrp6-TAP and Pgk1. Left-hand blot compares Rrp6 in log phase YPA and at the initiation of meiosis; right-hand blot, shown at different exposure, shows the gradual decline in Rrp6 levels across meiosis. B: Analysis of the effect of estradiol-induced GFP-Rrp6 over-expression on MUT stability. RT-PCR reactions for *RRP6* and MUTs were performed on RNA from cells without and with estradiol, compared to an *SCR1* loading control. *MUT 100* is expressed throughout meiosis whereas *MUT 523* is only expressed after 8 hours, neither is repressed by Rrp6 overexpression. C: Silver-stained protein gel showing Csl4-TAP immunoprecipitations from meiotic and mitotic cells, compared to purifications from untagged strains. Mitotic cells were grown on YPD, meiotic cells were harvested after six hours in SPO media. D: Plots of peptide score vs. molecular weight for proteins identified by mass spectrometry in two independent immunoprecipitation experiments. Non-yeast proteins and proteins also discovered in the untagged control sample were discarded, then the proteins were divided into exosomal and non-exosomal sets, both of which are displayed. Key exosome proteins including Rrp6 are highlighted.

Lardenois *et al*. suggested that Rrp6 protein levels are specifically reduced during meiosis through translational inhibition or proteolytic degradation [41]; we reasoned that if so then MUTs which become detectable early in meiosis should be destabilised by over-expression of Rrp6. To this end, we constructed an estradiol-inducible Rrp6 over-expression strain by introducing a heterozygous *GFP-RRP6* construct under a *GAL1* promoter into a strain expressing an ER-Gal4 fusion. This system allows estradiol-inducible expression of genes with a *GAL1* promoter during meiosis [57]. The *GAL1*-driven fusion was functional as dissected spores from this strain accumulated the characteristic 5.8S+30 rRNA fragment on glucose but not on galactose (Figure S4A). Meiosis was induced in this strain in the presence or absence of estradiol and expression of *RRP6* and two MUTs was analysed by RT-PCR. Although Rrp6 was very strongly induced and produced full length protein, the MUTs were not destabilised (Figures 3B, S4B), showing that reduced Rrp6 levels are not responsible for MUT stabilisation in meiosis.

To test for other changes in the meiotic exosome complex, we purified the exosome from mitotic and meiotic cells through a TAP tag on the core exosome subunit Csl4. Silver staining of the purified complexes revealed a similar banding pattern in meiotic and mitotic samples, although yields of the exosome were reproducibly lower from meiotic cells (Figure 3C). We performed the immunoprecipitation experiment using two different protocols and analysed the samples from both experiments by mass spectrometry. As expected, the complete core exosome was detected in all mitotic and meiotic samples but not in untagged controls, as were the exosome cofactors Rrp6 and Ski7 (Table 1). The one exception was Rrp43, which was not detected for reasons that remain unclear. Peptide scores obtained in these experiments are semi-quantitative and, to a first approximation, the peptide score of proteins at 1∶1 stoichiometry rises linearly with mass. Plots of peptide score versus mass show that this relationship holds true for core exosome subunits in all samples, whereas poorly associated non-exosomal proteins have very low peptide scores for their mass, indicating a very low abundance in the samples (Figure 3D). Ski7 and Rrp6 are associated with the cytoplasmic and nuclear exosome complexes respectively and have lower peptide scores than core subunits, as expected since both are sub-stoichiometric to the core exosome, but are still clearly separate from weakly associated non-exosomal proteins (Figure 3D, compare Rrp6 and Ski7 to core components Rrp44, Rrp4 and non-exosomal proteins). These plots provide no evidence that Rrp6 association with the core exosome changes dramatically between meiosis and mitosis, as the peptide score for Rrp6 is almost identical in both conditions (Figure 3D, highlighted Rrp6 signals). Mitotic exosome preparations contained various non-exosomal proteins, primarily involved in ribosome synthesis as expected given the importance of the exosome in this process. Only one meiosis-specific exosome associated protein was detected in both experiments: the RNA binding protein Rim4 which has recently been implicated in control of meiotic translation [58]; however we were unable to verify this interaction by co-immunoprecipitation despite repeated attempts using different tagged constructs. Therefore, although the meiotic exosome is less abundant than the mitotic exosome, it remains associated with Rrp6 and we did not detect any other differences that could explain MUT accumulation.

**Table 1:** Peptide scores for proteins isolated in exosome immunoprecipitations.

Identification	Function	Meiosis IP1	Meiosis IP2	Mitosis IP1	Mitosis IP2
Rrp44	exosome component	168	152	173	143
Ski7	exosome component	66	56	91	53
Rrp6	exosome component	68	41	79	35
Rrp4	exosome component	61	37	63	37
Rrp45	exosome component	44	32	51	28
Rrp41	exosome component	39	23	44	23
Csl4	exosome component	36	23	46	22
Mtr3	exosome component	31	19	37	20
Rrp40	exosome component	28	28	33	27
Rrp46	exosome component	19	15	24	14
Rrp42	exosome component	19	12	21	13
Lrp1	exosome component	8	0	9	1
Rim4	Meiosis RNA binding	6	0	0	0
Mpp6	exosome component	0	0	5	0
Pwp2	ribosome synthesis	0	0	3	3
Utp4	ribosome synthesis	0	0	3	3
Utp13	ribosome synthesis	0	0	2	2
Utp5	ribosome synthesis	0	0	3	3
Rps7A	ribosome component	0	0	1	1

Non-exosomal proteins were only included if detected in both immunoprecipitation experiments.

### TRAMP activity is required for normal meiotic DSB formation

Finally, we searched for any phenotype caused by lack of *TRF4* in meiotic cells; the TRAMP complex is highly conserved but clear phenotypes in TRAMP mutants tend to be weak leaving the importance of TRAMP function somewhat unclear. Since meiotic replication proceeded normally in *trf4*Δ cells, we analysed the next step: meiotic recombination. This process is initiated by the endonuclease Spo11, which cuts chromosomes at well-mapped hotspots. Transiently cleaved chromosome fragments are sufficiently abundant to be detected as truncated fragments migrating below the main chromosome band on PFGE gels probed for short chromosomes. PFGE analysis for cleaved fragments of chromosome III in wild-type cells revealed a transient peak after four hours of meiosis that was much weaker in *trf4*Δ mutants (Figure 4A, compare lanes 4 and 10). However, a transient peak in *trf4*Δ cells would be missed if it did not coincide with a sampling time, and we therefore repeated this assay in an *sae2*Δ background in which double strand breaks cannot be repaired [59], [60]. In *sae2*Δ cells, cleaved fragments accumulated between 2 and 8 hours of meiosis, reaching a plateau at 8–24 hours (Figure 4B lanes 1–6). This pattern was replicated in *sae2*Δ *trf4*Δ mutants but a significantly smaller percentage of chromosome III was cleaved (Figure 4B,C); this is important as chromosomes that do not form at least one DSB have a high likelihood of mis-segregation at meiosis I. Although Trf4 is an RNA processing protein, we could detect no defect in the expression of key recombination factors by RT-PCR (Figure 4D), suggesting that this was not caused by a specific gene expression defect. Therefore, although cells lacking TRAMP activity appear to progress normally through meiosis, they show significant defects in meiotic recombination.

**Figure 4:**
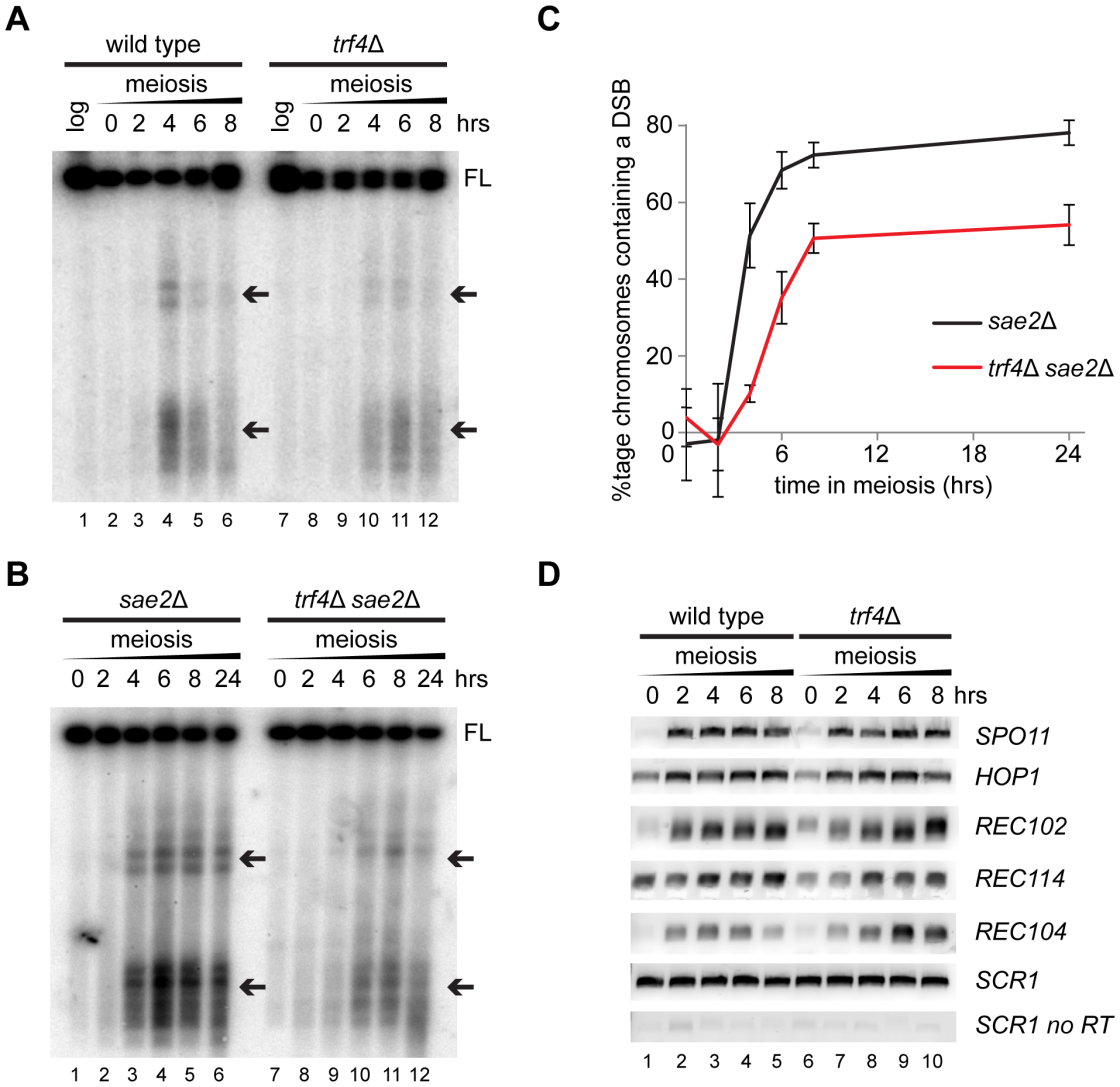
Meiotic DSB formation is defective in *trf4*Δ cells. A: PFGE analysis of transient DSBs in chromosome III during meiosis in wild-type and *trf4*Δ cells, truncated chromosome fragments caused by DSB formation are indicated by arrows. B: PFGE analysis showing the accumulation of cleaved chromosome III fragments during meiosis in *sae2*Δ and *sae2*Δ *trf4*Δ cells. C: Quantification of chromosome III DSBs in *sae2*Δ and *sae2*Δ *trf4*Δ cells. Error bars indicate ±1 s.e., * - p<0.05, *** - p<0.01 by student's *t*-test, n = 5. D: RT-PCR analysis of mRNA expression for selected meiotic recombination proteins in wild-type and *trf4*Δ cells.

## Discussion

Here we have reported a detailed analysis of TRAMP function during meiosis. We have demonstrated that TRAMP targets widespread CUTs for degradation in meiotic cells just as it does in mitotic cells. We have also shown that TRAMP facilitates meiotic DSB formation, providing an important physiological role for TRAMP activity.

It has been reported that meiotic cells undergo Rrp6 degradation, resulting in a loss of nuclear exosome function and the stabilisation of MUTs [41]. Such a process would be very surprising as the exosome is a highly conserved and ubiquitously expressed complex; Rrp6 is involved in ribosomal RNA synthesis and quality control [7], [13], [21], and many eukaryotes including *S. cerevisiae* perform ribosome re-synthesis during meiosis for which quality control mechanisms would seem vital [61]–[64]. We find that Rrp6 levels are much reduced in meiotic cells, but this appears to coincide with a general down-regulation of exosome levels in pre-meiotic cells grown to high density. Purified exosome from meiotic yeast contains Rrp6 and the meiotic exosome appears fully functional for CUT degradation. Furthermore, the re-expression of Rrp6 is insufficient to destabilise MUT transcripts, showing that the stabilisation of MUTs in meiosis cannot be attributed to a lack of Rrp6. In *S. pombe*, meiosis-specific mRNAs are degraded during mitosis by Mmi1 and the exosome [42], [44], [48]; sequestration of Mmi1 is a critical step in meiotic initiation, and we suggest that in *S. cerevisiae* an as-yet unidentified mitosis-specific factor directs MUT degradation by the exosome in mitosis but not meiosis.

We find that loss of TRAMP activity impedes meiotic DSB formation, showing that RNA quality control does play an important role in meiosis. A reduction in meiotic DSB formation would be expected to increase rates of chromosome mis-segregation and aneuploidy, and is consistent with the previously reported defects in *trf4*Δ meiosis [51], [52]. Such an increase was not observed when assessed by Petronczki *et al*. [65], but this likely stems from the temperature of meiosis; *trf4*Δ mutants are cold sensitive [51] and we observed DSB defects at 25° whereas Petronczki *et al*. performed meiosis experiments at 30°.

Although DSB formation is defective in *trf4*Δ mutants, this does not reflect a direct requirement for CUTs or Trf4 in the DSB formation process as there is no correlation between CUT locations and known DSB sites [66]. Neither does the defective DSB formation in *trf4*Δ cells stem from an obvious gene expression change or from any failure in meiotic entry or DNA replication. However, the DSB formation phenotype is very similar to that of previously reported *sae1* point mutants [67], which have been mapped to the CBC component Cbc2. Given that almost 40% of Cbc2 is aberrantly associated with CUTs in *trf4*Δ mutants it is very likely that the functions of Cbc2 are significantly impaired in these cells, providing a simple explanation for the observed DSB phenotype. Examination of the Cbc2-associated RNA profiles published by Neil *et al*. [53] for mitotic *trf4*Δ *rrp6*Δ cells reveals a similar predominance of CUT transcripts, showing that this is a general phenomenon. The CBC is involved in RNA export, transcription, splicing and degradation in yeast and mammals [15], [68]–[73] and it is unsurprising in this context that the exosome and CUT targeting complexes physically interact with the CBC [31], [74]. We suggest that cells defective in CUT degradation have general defects in RNA processing due to saturation of the CBC complex, which may explain many of the currently unattributed phenotypes displayed by TRAMP and exosome mutants.

## Materials and Methods

### Yeast Strains and Culture Conditions

Yeast strains listed in Table S2 were created in the SK1 background by standard methods using the oligonucleotides in Table S3 and pFA6a series plasmids. For synchronised sporulation, cells from 15% glycerol stocks were plated onto YPGly (YP+2% glycerol) plates and grown over night. Cells were transferred to YP4D (YP+4% glucose) plates and grown for 4–6 hours before inoculating 25 ml YPD cultures. Cultures were grown over night at 30°, and diluted the following afternoon into YPA (YP+2% KOAc) at 2.6×10^6^ cells/ml or 5×10^6^ cells/ml for wt and *trf4*Δ cells respectively. Cells were grown for ∼18 hours at 30° with shaking at 200 rpm, then washed and re-suspended in SPO medium (3 g/L KOAc, 5 mg/L uracil, 5 mg/L histidine, 25 mg/L leucine, 12.5 mg/L tryptophan, 200 mg/L raffinose) at 4×10^7^ cells/ml and incubated at 25°C with shaking at 250 rpm. Media components were purchased from Formedium and Sigma.

### RNA extraction and analysis

Cells were fixed by addition of ethanol to 70%, then RNA was extracted using the GTC-phenol method, northern blotting was performed as described using probes listed in Table S4 [75].

### Cbc2 immunoprecipitation and high-throughput sequencing

Cbc2 IPs were performed on 1.6×10^10^ cells using IP method 1 (see below), except that TEV elution was for 2 hours at 16° and calmodulin binding was for 50 min at 4°. To prepare RNAseq libraries, RNA was fragmented in 200 mM Tris acetate pH 8.2, 500 mM KOAc, 150 mM MgOAc_2_ for 3 min at 94°, ethanol precipitated and reverse transcribed from random hexamers using Superscript II (Life Technologies) according to manufacturer's instructions. Tris pH 7.8 and MgCl_2_ were added to 50 mM and 5 mM respectively, and second strand synthesis was performed with 2U RNase H (NEB) and 50U DNA polymerase I (NEB) at 16° for 2.5 hours. Ends were repaired using 15U T4 DNA polymerase (NEB), 5U Klenow DNA polymerase (NEB) and 50U T4 PNK (NEB) in T4 DNA ligase buffer (Life Technologies) at 20° for 30 min. cDNA was tailed with dATP using 15U Klenow (3′-5′ exo-) (NEB) in NEBuffer 2 at 37° for 30 min, and 1∶10 diluted Illumina adapters were ligated using a Ligafast kit (Promega) followed by gel purification of ∼200 bp species. Libraries were amplified for 15 cycles using Phusion polymerase (NEB) and Illumina PCR primers 1.0 and 2.0. Wild type and *trf4*Δ samples were sequenced on separate lanes of an Illumina GA-II system. Reads were mapped to the yeast reference genome (SGD1.01) or a custom assembled SK1 genome using Bowtie [76], allowing either unique mapping reads only or allowing non-unique reads to map at random respectively. For analysis, reads were summed in 100 bp segments spanning the genome using SeqMonk (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/), and reads from the 37S pre-rRNA were filtered out of the analysis as these represent an abundant contaminant of non-Cbc2-bound transcript. Total read-count normalisation was then applied to account for differing sequencing depths (16 million mapped reads for wild type, 21 million for *trf4*Δ). Analyses were performed using an R script (File S1). Sequencing data is deposited at GEO, accession number GSE60221.

### Protein Extraction and western blotting

2×10^7^ cells were washed once with water and resuspended in 100 µl water. 15 µl 2 M NaOH with 80 mM DTT was added, the suspension was mixed by vortexing and incubated for 10 minutes on ice. 15 µl 50% TCA was added and the suspension vortexed and incubated for a further 10 minutes on ice. Samples were centrifuged for 2 minutes at 10,000 *g* and the pellet was washed with acetone and dried for 10–20 minutes at room temperature. The pellet was resuspended in 20 µl sample buffer (100 mM Tris pH 6.8, 2% SDS, 0.1% Bromophenol Blue, 10% glycerol, 100 mM DTT), vortexed and boiled at 95°C for 5 minutes. Proteins were separated on 8% or 12% polyacrylamide gels and transferred to a nylon membrane (LI-COR) using the NOVEX system (Invitrogen). Antibody staining was performed using standard methods for HRP or fluorescent detection (see protocols at www.cellsignal.com) and imaged using film or a LI-COR Odyssey system. Primary antibodies: mouse anti-Pgk1 (Invitrogen 459250) 1∶10,000, rabbit anti-TAP (Open Biosystems CAB1001) 1∶200-1∶1000 depending on the batch, peroxidase anti-peroxidase (Sigma P1291) 1∶5000, rabbit anti-GFP (Abcam ab290) 1∶2000.

### Co-immunoprecipitation

IP method 1: 1.75×10^10^ log phase or 4×10^10^ sporulating cells were harvested and washed with PBS. The cells were resuspended in one pellet volume of lysis buffer (50 mM HEPES pH 7.5, 50 mM KCl, 5 mM MgCl_2_, 1 mM DTT, cOmplete Mini EDTA-free Protease Inhibitors) and frozen drop-wise on liquid nitrogen. Cells were ground to a fine powder in a pestle and mortar under liquid nitrogen and thawed in a 50 ml tube on ice. The lysate was centrifuged for 5 min at 4500 rpm and the supernatant clarified by centrifugation for 20 min at 30,000 *g*. Cleared lysate was transferred to a 15 ml tube and incubated with 250 µl/100 µl (log phase/sporulating samples respectively) of IgG sepharose beads (G.E. Healthcare) for 2 hours at 4°C with gentle agitation. Beads were washed five times for 10 minutes at 4°C with IP Buffer (10 mM Tris pH 7.5, 120 mM NaCl, 5 mM MgCl2, 0.1% NP-40, 1 mM DTT). Beads were incubated overnight at 4°C with 250 µl/100 µl IP buffer and 2.5 µl/1 µl AcTEV protease (Invitrogen). Beads were removed by centrifuging through a Micro Bio-Spin column (Bio-Rad), and the flow-through was diluted with 500 µl IP buffer +2 mM CaCl_2_ and incubated for 1.5 hours at 4°C with 100 µl calmodulin sepharose beads (G.E. Healthcare). Beads were washed three times for five minutes with IP buffer +2 mM CaCl_2_ and protein was eluted in 100 µl calmodulin elution buffer (10 mM Tris pH 7.5, 120 mM NaCl, 5 mM EGTA). Beads were removed by centrifuging through a Micro Bio-Spin Column. 50 µl protein was analysed by SDS-PAGE followed by silver staining using the SilverQuest™ Silver Staining Kit (Invitrogen) and 20 µl was analysed by electrospray Mass Spectrometry using a Thermo LTQ Orbitrap Velos.

IP method 2: 1.75×10^10^ log phase or 4×10^10^ sporulating cells were harvested in a 50 ml falcon tube and washed with PBS. The cell pellet was resuspended in 1 pellet volume of TMN150 (50 mM Tris pH 7.8, 150 mM NaCl, 5 mM MgCl_2_, 0.1% NP-40) with protease inhibitors (5 µg/ml Chymostatin, 5 µg/ml Leupeptin, 5 µg/ml Antipain, 5 µg/ml Aprotinin, 5 µg/ml Pepstatin A, 5 µg/ml E-64, 2 mM AEBSF, 1 mM Benzamidine, 1 mM PMSF, 2 mM NEM, 200 µM ALLN) and 5 mM β-Mercaptoethanol. 2–3 pellet volumes of Zirconium beads were added and the cells were lysed by 6 cycles of vortexing for 1 minute followed by 1 min on ice. The lysate was centrifuged for 20 min at 4,600 *g* then the supernatant was transferred to a 2 ml tube and centrifuged for 20 min at 20,000 *g*. The supernatant was incubated with 0.3 ml IgG sepharose for two hours at 4°C. Beads were washed four times for 5 min with TMN150 and incubated overnight in 600 µl TMN150 with 6 µl AcTEV protease (Invitrogen) and 5 mM β-Mercaptoethanol. 100 µl calmodulin sepharose beads (G.E. Healthcare) and 2 mM CaCl_2_ (final volume) were added, and the sample was incubated for 2 hours at 4°C on a rotating wheel. Beads were washed four times for 5 min with TMN150+2 mM CaCl_2_ and protein was eluted and processed as per IP protocol 1. Mass spectrometry data is deposited at the PRIDE archive, accession numbers PXD001239 and PXD001223.

### RT PCR

1 µg RNA was treated with 1 µl RQ1 DNase (Promega) for 30 minutes at 37°C then re-purified by phenol-chloroform extraction followed by ethanol precipitation. The re-purified RNA was re-suspended in 12 µl water and heated to 65°C for five minutes with 250 ng random hexamers then left to cool on ice. 4 µl 5× First Strand Buffer (Invitrogen) and 1 µl 0.1 M DTT (Invitrogen) were added and the reaction was divided equally into 9.5 µl+ and - RT samples. 0.5 µl SuperScript III (Invitrogen) was added to the +RT sample and both samples were incubated for 10 minutes at room temperature followed by 30 minutes at 50°C. Samples were heat inactivated for 15 minutes at 70°C and diluted with 40 µl water. PCR reactions were performed in 20 µl volumes using Phire polymerase, primers are listed in Table S3.

### FACS analysis

Cells were fixed in 70% ethanol overnight at −20°C. 6x10^6^ fixed cells were washed and resuspended in 500 µl FACS wash buffer (50 mM tri-sodium citrate, pH 7.0) then sonicated briefly and treated with 1 mg/ml RNase A in FACS wash buffer for 2–3 hours at 37°C. Cells were washed with FACS stain buffer (200 mM Tris pH 7.5, 211 mM NaCl, 78 mM MgCl_2_) and stained overnight at 4°C in 450 µl FACS stain buffer and 50 µl 0.5 mg/ml propidium iodide. Cells were sonicated again and diluted with 500 µl FACS wash buffer. FACS was performed using a FACSCalibur (BD) in accordance with the manufacturer's instructions. Data analysis was performed using CellQuest software.

### PFGE analysis

Cells were fixed in 70% ethanol, then processed, separated and probed as described [77].

## Supporting Information

Figure S1 **Characterisation of homozygous SK1** ***trf4*** **Δ diploids.** A: Growth of SK1 wild-type and *trf4*Δ diploids at 30°, 25° and 18° on YPD plates. B: Tetrad formation in SK1 wild-type and *trf4*Δ cells grown at 30° in YPA then shifted to sporulation media at 25° for 24 hours. C: Induction of *SPO11* during meiosis in wild-type and *trf4*Δ cells assayed by northern blot. Graph shows average of data from two independent experiments, error bars indicate ±1 s.d.
(TIF) Click here for additional data file.

Figure S2 **Validation of Cbc2-TAP immunoprecipitation protocol.** A: Western blot showing purification of Cbc2-TAP from meiotic wild-type and *trf4*Δ cells. After lysis and clarification, a sample was taken for total protein (lanes 3,4) while the remaining sample was subjected to a two-step TAP purification protocol. Lanes 1,2 show lysate after binding to IgG beads, lanes 5,6 and 9,10 show material remaining on IgG and calmodulin beads after elution. Lanes 11,12 show final product. B: Northern blot of total, unbound and Cbc2-TAP associated RNA from meiotic wild-type and *trf4*Δ cells probed for *NEL025*, *ACT1* and 18S. C: Scatter plot of log-transformed read counts from Cbc2-associated RNA isolated from wild-type and *trf4*Δ cells after six hours of meiosis. Red dots indicate points from the region Chr. V:10–40 kb that is shown in Figure 2C.
(TIF) Click here for additional data file.

Figure S3 **Chromosome-wide distribution of Cbc2-associated RNA.** Distributions of Cbc2-associated RNA in wild-type and *trf4*Δ cells across chromosomes I, II, III and VI, as Figure 2D.
(TIF) Click here for additional data file.

Figure S4 **Activity of P_GAL_-** ***GFP-RRP6*** **construct.** A: Northern blot of RNA from spores of the P*_GPD1_*-*GAL4*-*ER* P*_GAL1_*-*GFP*-*RRP6* strain grown to mid-log in YPD or YPGal media. RNA was separated on an 8% denaturing PAGE gel before probing for 5.8S+30, a 3′ extended 5.8S processing intermediate that accumulates in *rrp6*Δ mutants. Ethidium staining of 5S and 5.8S is shown as a loading control. The strain is heterozygous for P*_GAL1_-GFP-RRP6*, and therefore two out of four spores accumulate 5.8S+30 when grown in glucose (where P*_GAL1_* is repressed) but not in galactose. B: Western blot showing that full length GFP-Rrp6 protein is produced after estradiol induction, in addition to some degradation products. Proteins were separated on an 8% gel and probed for GFP. Ponceau-stained total protein on the same membrane is shown as a loading control. FL indicates the full length protein band.
(TIF) Click here for additional data file.

Table S1 **CUT transcripts identified in meiotic cells.** Meiotic transcripts over-represented in *trf4*Δ cells compared to wild-type. Cbc2-associated RNA was isolated from cells at meiosis t = 6 hours and sequenced, reads were collected in 100 bp bins and regions of three or more consecutive bins over-represented by at least 4-fold in *trf4*Δ RNA were annotated as CUTs, see materials and methods for more information. Enrichments are quoted as log_2_ of actual values.
(XLS) Click here for additional data file.

Table S2 **Yeast strains used in this study.**
(XLS) Click here for additional data file.

Table S3 **Oligonucleotides used in this study.**
(XLS) Click here for additional data file.

Table S4 **Hybridisation probes used in this study.**
(XLS) Click here for additional data file.

File S1 **R script for analysis of sequencing data.** Script used to normalise read counts and discover CUTs, executed in R v3.0.2.
(TXT) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

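RNA associated with Cbc2 was sequenced from wild-type and trf4Δ cells at 6 h of meiosis, with 1 library per genotype. The authors mapped the reads with Bowtie to SGD1.01, keeping unique reads, or to an SK1 assembly with non-unique reads placed at random, and summed reads in SeqMonk. The authors deposited log2 values of 2 kinds. In the table of 100 bp segments, the deposited log2 values are of whole, unnormalised read counts, with 0.9 in place of 0 reads. In the ORF table, the deposited log2 values of wild type were scaled by 1.345, while those of trf4Δ are of whole read counts. The tables do not name their mapping, and ORFs with an exact copy elsewhere lack reads in them, as mapping of unique reads leaves them. Reads near a border of 2 segments appear to be counted in both, since segment sums exceed the mapped reads the paper gives. Nothing stated says that the counting used strand, so overlapping ORFs may share reads.

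From these tables, reads were recovered by undoing the log2 step. The steps of File S1 were followed: removal of 37S pre-rRNA segments, scaling of wild type to the trf4Δ total, a more than 4-fold difference per segment, joining of segments whose starts are up to 300 bp apart, a size of at least 300 bp, and a mean log2 read count above 6. File S1 divides the unique wild-type reads by the factor from the other mapping, which was not used here: the factor was taken from the deposited table itself. The steps were tested on simulated data, with 200 planted CUTs at each of 3 folds. ORFs were compared where log2 reads exceeded 6 in at least 1 library, which kept 6246 of 6698 ORFs.

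With 1 library per genotype no p-value was computed for a difference between the libraries at single genes or segments. Comparisons with random lists, splits and placements do not cover the difference between libraries. Shares of reads were given 95% Wilson intervals, which cover counting error only. Folds of summed reads against a library with 3 reads or fewer were computed against 3 reads, as lower bounds. Log2 differences of CUTs, averaged over segments, had no such floor per segment. A gene list was placed by its median among 10000 random lists of the same size matched on mean expression, and the positions of CUTs were compared with 10000 random placements of the same lengths on the same chromosomes. The recombination list holds the 6 genes SPO11, HOP1, REC102, REC104, REC114 and DMC1. Lists of 25 early and 41 middle meiotic genes were written from general knowledge before their values were looked at. A list of 132 ribosomal protein genes was added after the data had been seen.

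Genes and regions were named by a rule fixed in advance: those the paper names, the ORFs of the chromosome V region, and the 5 most extreme CUTs, regions, ORFs and segments by reads or by log2 difference. Alternatives fixed at the same time changed the normalisation, the fold, noise and size cut-offs, the joining of segments, the set of ORFs and the size of the regions. Leaving U1 snRNA reads out of the totals, drawing trf4Δ reads down to the wild-type total, the read minimum of peaks and its alternatives, and 11 fixed scaling factors were chosen after seeing the data. The fixed factors were tried when the segment table was first opened and compared with Table S1, and none was used for a result. The skewness, the 16-fold counts, the comparison by abundance and the comparison with Table S1 were not among the results fixed beforehand. The reference genome used for gene neighbours, GC content and sequence matches was R64. It has the locus tag of 89.6% of the ORFs, but only 932 have the same start and end in both, so none of its coordinates are given. The mitotic CUT lists of the paper's comparison were not analysed here. The versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and blastn 2.17.0.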

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

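The paper does not report the regions, ORFs and snRNA reads described here, and each rests on 1 library per genotype. The test of meiotic stage without genes that overlap a CUT, and the counts without U1 reads, were chosen only after the results were seen.

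With the roles of the libraries exchanged, the steps that annotate CUTs called 1331 regions with more than 4-fold as many reads in wild type as in trf4Δ, and 98.5% of them overlapped an ORF. Their median log2 difference was 2.30, against 3.38 for the CUTs. The largest differences were at HXK2 (3.84), YFL012W (3.71) and YML083C (3.37). In 20 draws of counting noise with a common ratio for all segments, that of the totals, 0 such regions were called. The draws centred on equal normalised reads. In the libraries, the median log2 difference of segments past the noise cut-off lay 0.96 lower. Noise around that lower centre, and noise beyond counting, were therefore not tested. With the median log2 difference of the segments set to 0 in place of equal totals, 26 regions were called in this direction. This fall follows from the setting and does not show its cause. The scaling to equal totals, in which the reads that CUTs take up in trf4Δ lower all other RNAs, cannot be told apart from a drop of mRNA bound to Cbc2 by a common factor without an RNA of known amount in both libraries.

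Of 6246 ORFs, 659 had more than 4-fold fewer reads in trf4Δ and 505 more than 4-fold more, and 481 of the latter overlapped a CUT. The median ORF was at -0.97 on the log2 scale. With that median set to 0, 12 ORFs were more than 4-fold lower and 943 higher. PAP2, the deleted gene, was the lowest. It was followed by YFL012W (-3.72), YDL218W (-3.56), PAU3 (-3.34) and YCL048W-A (-3.23). Several technical trends were tested. After removal of the trend on GC content, 10 ORFs lay more than 4-fold below the median, against 9 before among the 5708 with a GC content. After removal of the trend on ORF length, 12 did, against 12 before. These counts cover only the few ORFs far below the median and do not bear on the 659 as a set. With the median kept and each trend removed, a count run first and not the one set for these tests, 614 ORFs were more than 4-fold lower where 589 had been (GC content), and 648 where 659 had been (length). Uneven coverage along transcripts moved the median log2 difference by 0.35 from the first to the last of 5 equal parts of 2000 ORFs. These were ORFs of at least 1000 bp and held 175 of the 659 lower ones, so for shorter ORFs this explanation stays open. Among ORFs without a CUT segment, those within 500 bp of a CUT were more than 4-fold lower in 11.6% of cases and those farther away in 15.5%. Lower reads were thus not more frequent next to a CUT, but the 2 groups were not matched on read level. An earlier meiotic stage of the trf4Δ culture cannot be told apart from the other explanations: the median of middle meiotic genes minus that of early genes was 0.15, and 62.3% of random splits were as low, but the middle genes ranged from -3.05 (CDA2) to 4.04 (OSW2). After genes that overlap a CUT were left out, the difference was -0.30, and 13.6% of random splits were as low.

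Segments of the U1 snRNA gene (SNR19, chromosome XIV, 230101 to 230700) held 21.8% of trf4Δ reads and 15.5% of wild-type reads, a log2 difference of 0.49 after normalisation. The 5 segments with most reads in both libraries were among them. Segments over the U2 snRNA gene (LSR1) held 2.80% and 2.69%, a log2 difference of 0.06. A few genes that take many reads enter the totals used for normalisation. Without the U1 reads in the totals, 1623 CUTs and 1027 regions in the exchanged direction were called. Separate lanes and the purification of each library were not tested as explanations, and no biological explanation of the U1 reads was tested.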

How the results depend on the processing

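No paired analysis was possible because 1 library per genotype was made, and for the same reason leaving out a replicate could not be run. The alternatives were fixed before the data were examined, except those on U1 reads, equal depth, fixed scaling factors and peaks of reads, which were chosen after seeing the data. Unless stated, the cause of a change was not tested.

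The number of CUTs stayed between 1352 and 1992 under every alternative except the 8-fold cut-off, which gave 975. The trf4Δ reads were also drawn down to the wild-type total, which gave 1488 CUTs and 1202 regions in the exchanged direction. The 11 fixed factors, with wild-type reads divided by 0.7 to 1, gave 1509 to 1767 CUTs.

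Setting the median log2 difference to 0 changed most results. It gave 26 regions in the exchanged direction, shares of reads in CUT segments of 46.0% in trf4Δ and 5.33% in wild type, and 50.6% of 500 bp regions with more reads in trf4Δ, with 3855 more than 4-fold higher and 76 lower. The chromosome V CUTs together then had a log2 difference of 6.02, 943 ORFs were more than 4-fold higher and 12 lower, and the median of the recombination list changed sign to 0.071. The change follows from the setting, which adds 0.96 to every log2 difference of segments.

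Without normalisation, 355 regions were called in the exchanged direction, the shares were 42.5% and 3.93%, 35.9% of 500 bp regions had more reads in trf4Δ, and 570 were more than 4-fold lower. The chromosome V CUTs were at 5.48, 147 ORFs were lower, and the recombination list was at -0.47.

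At 2-fold, 2339 regions were called in the exchanged direction, the shares were 46.2% and 5.44%, and 956 ORFs were higher and 3059 lower. At 8-fold, 30 regions were called in the exchanged direction and the shares were 30.8% and 1.55%. Segments inside annotated CUTs held 37.8% and 2.83%, and segments within Table S1 held 38.6% and 3.08%.

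With 100 bp segments in place of 500 bp regions, 30.9% had more reads in trf4Δ, and of these more numerous units 12465 were more than 4-fold higher and 16220 lower. With at least 64 reads in either library, 30.1% of 500 bp regions had more reads in trf4Δ. With the same minimum, set before normalisation and so stricter for wild type, 37.2% of 100 bp segments did, with 9402 more than 4-fold higher and 8335 lower. Among ORFs without a CUT segment, 0 were more than 4-fold higher, as the higher ORFs were those with such segments. A segment counted by its midpoint gave 52.8% of CUT segments outside ORFs.

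Leaving U1 reads out of the normalising totals, chosen after seeing the data, gave shares of 40.5% and 3.31%, 30.5% of 500 bp regions with more reads in trf4Δ, 5.17 for the chromosome V CUTs and -0.79 for the recombination list. Leaving U1 out of the total of each share gave 50.8% in trf4Δ and 3.69% in wild type. Peaks of reads in trf4Δ per peak in wild type went from 1.54 to 2.36 without normalisation and to 3.83 with the median log2 difference at 0. With a minimum of 10000 reads, 85.1% of the peaks in trf4Δ overlapped a CUT, against 73.5% at 5000. Another 61 values of these results did not move past their limits, among them all with the 37S segments kept, which hold no reads. Of the log2 differences at the 6 single peaks of chromosome V, 13 of 18 moved by more than their counting error, all upwards. Counting error is small at this depth, and the intervals of shares do not cover the difference between libraries.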

Differences from the paper's values

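In the highest segment of the CUT at DSF1, 772 reads were counted in trf4Δ, whereas the paper's Fig. 2C shows about 2500, read by eye. None of the alternatives set before the data were examined changes the trf4Δ reads of this segment. The CUT is in Table S1, whose values are not those of the deposited reads under a single factor, and was not called here under the steps of File S1; it was called with a noise cut-off of 5 and with the log2 of the mean reads per CUT.

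The paper labels a CUT at HPA3 in Fig. 2C. HPA3 was not called here and is not among the intervals of Table S1; it was called with the median normalisation, without normalisation and with a 2-fold cut-off.

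The paper describes read counts per 500 bp region as skewed to higher numbers in trf4Δ. Here 28.7% of the regions had more reads in trf4Δ after normalisation to total reads, and 50.6% when the median log2 difference was set to 0. Over regions the skewness of the log2 differences was 1.26.

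The paper gives fewer ORFs in the chromosome V region than the 12 that the deposited ORF table places wholly between 10 and 40 kb.

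The paper's Fig. 2D shows about 20000 reads, read by eye, in the highest wild-type segment of chromosome V. That segment had 19693 reads before normalisation and 26459 after it.

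The paper states that the largest peaks were CUTs in trf4Δ. After normalisation to total reads, the highest segment of chromosome I had 24256 reads in wild type and 5513 in trf4Δ, and that of chromosome VI 20903 and 6320, and this direction held under the other normalisations. On chromosome II the highest segments of both libraries lay in the U2 snRNA gene, and without it 72827 reads in wild type stood against 25654 in trf4Δ. On chromosomes III and V the highest segments were in trf4Δ and in CUTs, with 112217 and 47337 reads against 56624 and 26459 in wild type. Over all nuclear chromosomes CUTs in trf4Δ were the most numerous peaks here too, with 180 of the 245 peaks in trf4Δ, against 159 peaks in wild type. Among the chromosomes the paper plots, this held on II, III and V, with 14, 5 and 11 CUT peaks in trf4Δ. Wild type had 11, 3 and 9 peaks there. It did not hold on chromosome I, with 0 CUT peaks in trf4Δ against 4 peaks in wild type, or on VI, with 1 against 2.

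The number of CUTs, 1568 here against the paper's 1596, was within the limits set for a difference. Joining only adjacent segments gave 1600. Fixed scaling factors, tried after the table had been opened and compared with Table S1, gave 1580 with wild-type reads divided by 0.76 and 1609 with 0.78.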

Other observations

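The tests on DSF1 were chosen with a near-identical copy of the gene already in mind; the other values here are descriptions of 1 library per genotype.

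The 6 recombination genes had a median log2 difference of -0.90 in Cbc2-associated reads, at percentile 49.3 among 10000 random lists matched on mean expression, whose median was -0.88. SPO11 was at 0.31 and overlapped an annotated CUT, REC114 at -0.25, REC102 at -0.76, REC104 at -1.04, DMC1 at -1.25 and HOP1 at -1.39. ACT1 was at -1.83, CBC2 at -1.23 and RRP6 at 0.45. The median of the 6246 ORFs compared was -0.97, so that RRP6, SPO11, REC114 and REC102 lay above it under any scaling by a single factor. These are reads bound to Cbc2 and not total mRNA, which the paper measured by RT-PCR.

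The early meiotic list (24 genes with values) had a median of -1.19, percentile 39.5, and the middle list (37 genes) -1.03, percentile 35.5. The list of ribosomal protein genes, added after the data had been seen, had a median of -1.03, percentile 28.9.

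CUTs lay outside ORFs more often than random placements. Of 9546 segments within CUTs, 47.4% overlapped no ORF, whereas 10000 random placements of the same lengths, over segments with reads in either library, gave 16.7 to 22.6% with a median of 19.8% (one-sided permutation test by placement, p = 0.0001, the smallest these placements can give). Of the 1568 CUTs, 450 overlapped no ORF. The placements were not matched on wild-type reads. A more than 4-fold excess in trf4Δ is harder to reach where wild type has many reads. Part of the difference from random placements may therefore come from the calling rule.

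Among ORFs without a CUT segment, split into 10 groups by mean log2 reads, the share of ORFs more than 4-fold lower was 12.2% in the group with the fewest reads and 8.93% and 7.37% in the next ones. From there it rose, with 1 small dip, to 15.8%, 21.2% and 31.2% in the 3 groups with most reads. The median log2 difference changed less evenly. It lay between -1.16 and -1.43 in the 8 groups with fewer reads, without a steady order, and was -1.55 and -1.71 in the 2 groups with most. No explanation of this was tested.

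The lower count at the DSF1 CUT than in Fig. 2C may come from reads in repeated sequence, which unique mapping leaves out. In R64, DSF1 matches MAN2 (YNR073C, chromosome XIV) over 1509 bp at 98.9% identity, and 6 of the 14 segments within DSF1 held no reads. In the part of DSF1 in its highest segment, 15.5% of stretches of 40 bp matched MAN2 without a mismatch and 100% with at most 2, so the outcome depends on the mismatches allowed in mapping. Whether this accounts for the lower count stays open.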
